# Neurogenesis Potential Evaluation and Transcriptome Analysis of Fetal Hypothalamic Neural Stem/Progenitor Cells With Prenatal High Estradiol Exposure

**DOI:** 10.3389/fgene.2021.677935

**Published:** 2021-06-22

**Authors:** Huihui Wang, Chengliang Zhou, Min Hou, Hefeng Huang, Yun Sun

**Keywords:** prenatal exposure, estradiol, neural stem/progenitor cells, neurogenesis, RNA sequencing, gene set enrichment analysis, protein-protein interaction, interaction network

## Abstract

High maternal estradiol is reported to induce metabolic disorders by modulating hypothalamic gene expression in offspring. Since neurogenesis plays a crucial role during hypothalamus development, we explored whether prenatal high estradiol exposure (HE) affects proliferation and differentiation of fetal hypothalamic neural stem/progenitor cells (NSC/NPCs) in mice and performed RNA sequencing to identify the critical genes involved. NSC/NPCs in HE mice presented attenuated cell proliferation but increased neuronal differentiation *in vitro* compared with control (NC) cells. Gene set enrichment analysis of mRNA profiles indicated that genes downregulated in HE NSC/NPCs were enriched in neurogenesis-related Gene Ontology (GO) terms, while genes upregulated in HE NSC/NPCs were enriched in response to estradiol. Protein-protein interaction analysis of genes with core enrichment in GO terms of neurogenesis and response to estradiol identified 10 Hub mRNAs, among which three were potentially correlated with six differentially expressed (DE) lncRNAs based on lncRNA profiling and co-expression analysis. These findings offer important insights into developmental modifications in hypothalamic NSC/NPCs and may provide new clues for further investigation on maternal environment programmed neural development disorders.

## Introduction

The theory that the intrauterine environment can influence prenatal development and the future health of offspring (Bateson et al., 2004) has resulted in increased interest in the developmental origin of chronic disease. Ovulation induction clinically used in assisted reproductive technology generates a supraphysiologic level of blood estradiol, which may predispose offspring to an abnormal intrauterine environment after fresh embryo transfer (Hu et al., 2014). Our previous study reported a programming effect by high maternal estradiol during early pregnancy on the hypothalamic glucoregulatory system of male mouse offspring, which induces adult metabolic disorders (Wang et al., 2018). This discovery indicates that high prenatal estradiol levels alter hypothalamus development, though the underlying mechanism is not yet well understood.

Neural stem/progenitor cells (NSC/NPCs) generate neurons during a process called neurogenesis (Bond et al., 2015). In the central nervous system (CNS), neurogenesis begins in the embryonic stage and continues throughout life. NSC/NPCs are preprogrammed to form specific types of functional neurons even before birth (Fuentealba et al., 2015); therefore, the study of prenatal neurogenesis may help researchers understand the mechanisms underlying adult neural disorders.

The hypothalamus regulates the metabolic homeostasis of the whole body and is sensitive to adverse prenatal environment (Ralevski and Horvath, 2015), so the development of hypothalamic neurons could affect metabolism in later life. Hypothalamic NSC/NPCs are first generated between embryonic day 10.5 (E10.5) and E14.5 in rodents (Padilla et al., 2010), and can proliferate to form neurospheres and differentiate into neurons *in vitro* (Desai et al., 2011). Substantial evidence has shown that dysfunctions of hypothalamic NSC/NPCs are associated with metabolic disorders, such as obesity and glucose intolerance (Li et al., 2012, 2014; Livesey, 2012), but the corresponding whole genomic features of these NSC/NPCs are rarely reported.

RNA sequencing (RNA-Seq) is an effective approach to revealing genome alterations which provides expression information for all transcripts, including mRNAs and non-coding RNAs. LncRNAs may play a considerable regulatory role by interacting with mRNAs, so exploring the link between them may provide more clues for elucidating molecular pathways. Gene set enrichment analysis (GSEA) is a robust and tractable analytical method for interpreting RNA-Seq data, as it can detect differential enrichment of biological functions across an entire network of genes (Subramanian et al., 2005), without the limitations associated with the single-gene method.

Because a prenatally programmed adult hypothalamic disorder resulting from high maternal estradiol has been identified (Wang et al., 2018), here we explore whether neurogenesis potential is affected in fetal hypothalamic NSC/NPCs and attempt to identify the key lncRNA-mRNA network through integrated bioinformatic analysis. These findings may help us to understand molecular modifications of fetal hypothalamic neurogenesis resulting from an adverse intrauterine environment.

## Materials and Methods

### Animal Model and 5-Bromodeoxyuridine Labeling in Fetal Brain

A mouse model of prenatal high estradiol exposure was created based on our previously published method (Wang et al., 2018). Briefly, 8-week-old pregnant C57BL/6 mice received 100 μg/kg/d estradiol valerate [Sigma; high estradiol (HE) group] or an equal amount of blank solvent [corn oil; control (NC) group] *via* gavage from E5.5 to E11.5. For bromodeoxyuridine (BrdU) labeling, pregnant mice at E14.5 received a single intraperitoneal injection of 100 mg/kg BrdU (Sigma) 2 h before euthanized; then, the fetuses were extracted and decapitated. Male fetuses were identified by visual identification of testes next to the bladder using a dissection microscope. The brains of male fetuses were removed and fixed in 4% paraformaldehyde (PFA) for 24 h and then infiltrated with 20–30% sucrose. Brain sections of 20 μm were made using a freezing microtome (Leica) for immunofluorescence staining.

### Tissue Immunofluorescence

Brain sections were blocked with 5% bovine serum albumin/0.3% Triton X-100 for 1 h at room temperature and incubated with primary antibodies mouse anti-Nestin (1:200, Millipore, catalog no. MAB353) and rabbit anti-BrdU (1:100, Abcam, catalog no. ab152095) overnight at 4°C, followed by reaction with secondary antibodies anti-rabbit Alexa Fluor 488 (1:200, Invitrogen, catalog no. A-11008) and anti-mouse Alexa Fluor 594 (1:200, Invitrogen, catalog no. A-11005) for 2 h at room temperature before counterstaining with 4',6-diamidino-2-phenylindole. The BrdU^+^Nestin^+^ cells were counted in five serial sections across the hypothalamus in each mouse.

### NSC/NPC Isolation and Neurosphere Assay

The brains of E14.5 male fetuses were dissected quickly on ice to remove the hypothalami, which were then fragmented in Neurobasal-A (Gibco), digested with TrypLE (Gibco) in 37°C for 15 min, and gently triturated into single cells with tips. The cells were then washed twice in Neurobasal-A and suspended in a proliferation medium containing Neurobasal-A, 2% B27 (Gibco), 10 ng/ml EGF (PeproTech), 10 ng/ml bFGF (PeproTech), and 1% GlutaMAX (Gibco), seeded in ultralow adhesion 6-well plates at a density of 10^5^/ml (Li et al., 2012), and incubated in 5% CO_2_ at 37°C. The neurospheres were photographed under a microscope for 4 days (Marshall et al., 2007), and the number was counted and diameter measured using the software ImageJ on the fourth day after isolation.

### NSC/NPC Proliferation and Differentiation Assay

To assess the proliferation ability of NSC/NPCs, the primary neurospheres were digested to count single cells and passaged at a density of 10^5^/ml in ultralow adhesion 6-well plates. The total cell number in each of the first four passages was calculated based on the assumption that all of the cells from the previous passage were replated. For the BrdU incorporation assay, primary NCS/NPCs were plated on Matrigel (BD)-coated coverslips at a density of 10^5^/ml in proliferation medium and cultured for 24 h. Then, the cells were treated with 10 μm BrdU for 2 h before immunofluorescence staining.

For induced differentiation, primary NSC/NPCs were seeded as single cells at a density of 3 × 10^5^/ml in Matrigel-coated coverslips placed in 24-well plates in differentiation medium containing Neurobasal-A, 2% B27, 1% fetal bovine serum (Gibco), and 1 μm retinoid acid (Sigma). The medium was changed every second day for 10 days, and then, the coverslips were removed to receive immunofluorescence detection of target neuron markers.

### NSC/NPC Immunofluorescence

For immunofluorescence staining of NSC/NPCs, neurospheres were moved using tips to seed on Matrigel-coated coverslips for 20 min before detection, and cells on coverslips were fixed with 4% PFA for 15 min and blocked with 5% bovine serum albumin/0.3% Triton X-100 for 1 h at room temperature. Cells were then incubated with primary antibodies rabbit anti-Sox2 (1:400, Cell Signaling Technology, catalog no. 23064), mouse anti-Nestin (1:200, Millipore, catalog no. MAB353), rabbit anti-BrdU (1:100, Abcam, catalog no. ab152095), or mouse anti-Tuj1 (1:200, Cell Signaling Technology, catalog no. 4466) overnight at 4°C and with secondary antibodies anti-rabbit Alexa Fluor 488 (1:200, Invitrogen, catalog no. A-11008), anti-mouse Alexa Fluor 594 (1:200, Invitrogen, catalog no. A-11005), or anti-mouse Alexa Fluor 488 (1:200, Invitrogen, catalog no. A-11001) for 2 h at room temperature before counterstaining with 4',6-diamidino-2-phenylindole. The BrdU/Nestin and Tuj1 positive cells were counted in each group.

### RNA-Seq Analysis

Three samples of first-passage NC and HE NSC/NPCs were harvested separately, each containing cells obtained from two mice. RNA was extracted with TRIzol (Invitrogen), its quality valued by spectrophotometer, and its integrity checked by Agilent 2,100 bioanalyzer. Total RNA was enriched by oligo beads, fragmented into small pieces, and reverse transcribed into cDNA. Second-strand cDNA was synthesized by DNA polymerase I with dUTP to construct a strand-specific library. The cDNA was then purified, end-repaired, poly A-added, and ligated to Illumina adaptor. The libraries were size-selected by agarose gel electrophoresis, PCR-amplified, and sequenced by Illumina NextSeq 500 by Personal Bio Co. (Shanghai, China).

The raw RNA-Seq data were filtered by removing low-quality and adaptor-related reads. The clean reads were then aligned to the mouse reference genome (10 mm) using Tophat2. Coding and non-coding transcripts were distinguished by Coding Potential Calculator, Coding-Non-Coding Index, and Pfam-scan. Non-coding RNAs with length >200 nt and exon number ≥2 were considered to be lncRNAs. Expression values were expressed as reads per kilobase per million reads. Differential expression analysis was conducted using DESeq2 (Love et al., 2014). LncRNAs and mRNAs with a log_2_ (fold change) ≥1 or ≤−1 and FDR < 0.05 were considered differentially expressed.

### Bioinformatics Analysis

We conducted enrichment analyses using GSEA with the standard procedure obtained from the GSEA Web site.^1^ The number of permutations was set to 1,000, and FDR < 0.25 with *p* < 0.05 was considered statistically significant. We downloaded gene sets needed for Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analysis from the GSEA Web site. The enrichment bubble diagrams were made with R software (version 4.0.3).

A protein-protein interaction (PPI) network of selected mRNAs was constructed using STRING 11.0,^2^ and the Hub mRNAs [the top 10 nodes ranked by Maximal Clique Centrality (MCC); Chin et al., 2014] were identified using the plugin cytoHubba in Cytoscape software.^3^

To explore the lncRNA-mRNA regulatory network, Pearson’s correlation coefficient (PCC) between DE lncRNAs and Hub mRNAs was calculated and plotted using R software, and gene pairs with PCC ≥0.990 or ≤−0.990 and *p* < 0.05 were considered to be potentially correlated. The interaction network was visualized using Cytoscape software.

### Quantitative Real-Time Polymerase Chain Reaction

Total RNA of NSC/NPCs was extracted using TRIzol (Invitrogen) and reverse-transcribed into cDNA using Primer Script RT Reagent Kit (Takara) and amplified with QuantiNova SYBR Green PCR Kit (QIAGEN) according to the manufacturer’s instructions. The thermocycling conditions were 95°C for 2 min, followed by 40 cycles of 95°C for 5 s and 60°C for 10 s. The primers are listed in Table 1. GAPDH was used as an endogenous control, and the relative expression level was analyzed using the 2^−ΔΔCT^ method.

**Table 1:** Primer sequences for quantitative real-time polymerase chain reaction (qPCR).

Gene	Primer type	Primer sequence
*Tbr1*	Forward	GCAGCAGCTACCCACATTC
	Reverse	GTCCTTGGAGTCAGGAAAATTGT
*Six3*	Forward	TCAACAAACACGAGTCGATCC
	Reverse	TGGTACAGGTCGCGGAAGT
*Foxg1*	Forward	GAAGGCCTCCACAGAACG
	Reverse	CAAGGCATGTAGCAAAAGAGC
*Pou3f2*	Forward	GCAGCGTCTAACCACTACAGC
	Reverse	GCGGTGATCCACTGGTGAG
*Dlx2*	Forward	GGCTCCTACCAGTACCACG
	Reverse	GTAGCCCAGGTCGTAGCTG
*Fezf2*	Forward	GCAAAGGCTTTCACCAAAAA
	Reverse	GCATGTGGAAGGTCAGATTG
*Dlx1*	Forward	ATGCCAGAAAGTCTCAACAGC
	Reverse	AACAGTGCATGGAGTAGTGCC
*Nkx2-1*	Forward	ATGAAGCGCCAGGCTAAGG
	Reverse	GGTTTGCCGTCTTTGACTAGG
*Sox1*	Forward	TTTTCCGGGGTTTACTTCC
	Reverse	GCTCGAGGTCCGTCACTC
*Notch1*	Forward	TGCCACAATGAGATCGGCTC
	Reverse	GGGCACATAGGGCAGTTCA
*Egfr*	Forward	ATGAAAACACCTATGCCTTAGCC
	Reverse	TAAGTTCCGCATGGGCAGTTC
*Fgfr1*	Forward	ACTCTGCGCTGGTTGAAAAAT
	Reverse	GGTGGCATAGCGAACCTTGTA
*Fgfr2*	Forward	GCCTCTCGAACAGTATTCTCCT
	Reverse	ACAGGGTTCATAAGGCATGGG
*Fgfr3*	Forward	CCGGCTGACACTTGGTAAG
	Reverse	CTTGTCGATGCCAATAGCTTCT
*Fgfr4*	Forward	GCTCGGAGGTAGAGGTCTTGT
	Reverse	CCACGCTGACTGGTAGGAA

### Statistical Analysis

Data aside from RNA-Seq and bioinformatics analysis were analyzed using the Statistical Package for Sciences Software, version 21.0 (IBM), and are presented as the mean ± standard error of the mean. Unpaired Student’s *t*-tests were used for comparisons between two groups, and *p* < 0.05 was considered statistically significant.

## Results

### Prenatal High Estradiol Affects Neurogenesis Potential of Fetal Hypothalamic NSC/NPCs

Serum estradiol after gavage in the HE pregnant mice reaches a peak value of four times that of the control group (Wang et al., 2018), forming a high maternal estradiol environment. Fetal brain sections were made on E14.5, and hypothalamic NSC/NPCs were isolated at the same time (Figure 1A). Authentic biomarkers Sox2 and Nestin were used to label NSC/NPCs (Suh et al., 2007; Gilyarov, 2008). Tissue immunofluorescence presented decreased number of BrdU^+^Nestin^+^ cells in HE fetal hypothalami after BrdU injection (Figures 1B,C), indicating a reduction of proliferating NSC/NPCs *in vivo*. Immunofluorescence staining of Sox2 and Nestin in neurospheres was performed for NSC/NPC identification after cell isolation (Figure 1D). The neurosphere assay showed a decreased amount of neurospheres with shorter average diameters in HE NSC/NPCs compared with NC on the fourth day (D4) of the first passage (Figures 1E,F), and the proliferation curve presented the accumulated NC NSC/NPC number significantly exceeded that in the HE group from the second to fourth passage (P2 to P4; Figure 1G), indicating attenuated proliferation ability in HE NSC/NPCs. We also performed BrdU incorporation assay in primary NSC/NPCs and found the decreased proportion of proliferating NSC/NPCs *in vitro* in HE group (Figures 1H,I).

**Figure 1:**
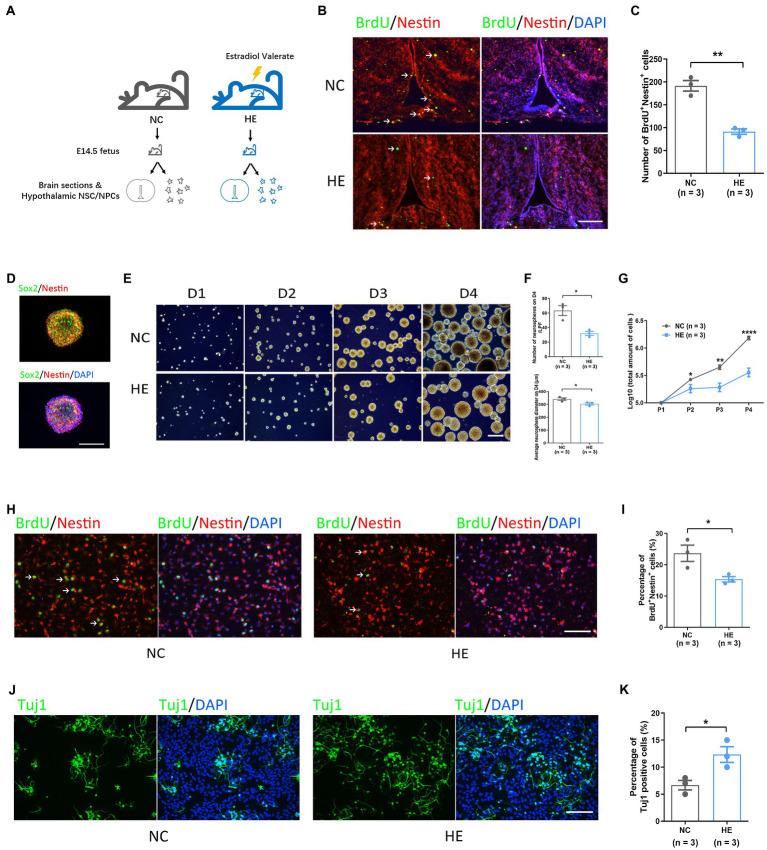
Isolation and evaluation of fetal hypothalamic neural stem/progenitor cell (NSC/NPC) neurogenesis potential in a mouse model. **(A)** Schematic of the method used to generate fetal brain sections and hypothalamic NSC/NPCs in a mouse model. **(B)** Representative images of bromodeoxyuridine (BrdU) and Nestin immunofluorescence in fetal hypothalamic tissue; scale bar: 200 μm. Arrows show BrdU^+^Nestin^+^ cells. **(C)** Quantification of BrdU^+^Nestin^+^ cells in five serial fetal hypothalamic tissue sections (*n* = 3 mice per group). **(D)** Representative images of Sox2 and Nestin immunofluorescence in neurospheres; scale bar: 100 μm. **(E)** Representative images of neurosphere formation across 4 days in the two experimental groups; scale bar: 400 μm. **(F)** Top: quantification of neurospheres on D4 of passage in two groups (*n* = 3 mice per group). Bottom: measurement of average diameters of neurospheres on D4 of passage in two groups (*n* = 3 mice per group). **(G)** Accumulated cell number of NSC/NPCs from P1 to P4 in the two experimental groups (*n* = 3 mice per group). **(H)** Representative images of BrdU and Nestin immunofluorescence in NSC/NPCs; scale bar: 100 μm. Arrows show BrdU^+^Nestin^+^ cells. **(I)** Quantification of BrdU^+^Nestin^+^ cells (%) in NSC/NPCs (*n* = 3 mice per group). **(J)** Representative images of Tuj1 immunofluorescence in neurons differentiated *in vitro* in the two experimental groups; scale bar: 100 μm. **(K)** Quantification of Tuj1 positive cells (%) in the two experimental groups (*n* = 3 mice per group). Error bars represent the standard error of the mean. Significance was determined by Student’s *t*-test. ^*^p < 0.05; ^**^p < 0.01; and ^****^p < 0.0001.

NSC/NPCs from two groups were induced to differentiate into neurons, and the neuronic marker Tuj1 (Lee et al., 1990) was stained for quantification. The results showed neurons formed in both groups after a 10-day induction (Figure 1J); however, in contrast with proliferation assay, the number of neurons significantly increased in HE NSC/NPCs (Figure 1K).

### Transcriptional Analysis of NSC/NPCs Reveals Hub mRNAs Involved in Neurogenesis

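RNA was sequenced from neurospheres of fetal hypothalamic NSC/NPCs, which are floating clusters grown from dissociated cells of the hypothalamus, harvested at first passage. There were 3 HE samples and 3 NC samples, and each sample held cells from 2 mice. The dams of the HE group had received estradiol valerate at 100 μg/kg/d by gavage from E5.5 to E11.5, and cells were isolated at E14.5. The sample labels describe the NC samples as not treated, and the paper states that NC dams received the corn oil solvent. The paper names one Illumina sequencer and the sample labels another. The authors filtered the reads, aligned them to the mouse genome with Tophat2, counted reads per gene and divided them by gene length and by the sample's total to give RPKM. Their deposited table holds both values for 22048 genes. The reads counted on genes were 18767880 in NC1, 19137059 in NC2, 18944916 in NC3, 17904879 in HE1, 19072366 in HE2 and 16078675 in HE3. Differences between the groups were tested on log2(RPKM + 0.1) with limma, which shares information on the spread between genes, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are therefore on the log2(RPKM + 0.1) scale, which understates the change of mRNAs at low levels. The test covered the 13952 genes that had, in at least 3 samples, the equivalent of 10 reads in a library of median size. The authors' own test, as the paper names it, was run on read counts, so the choice of test could change the number of DE mRNAs. No lncRNA was analysed here.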

To elucidate the transcriptional changes related to altered neurogenesis, we compared the transcriptional profile of HE and NC NSC/NPCs by RNA-Seq. Heatmap of mRNAs showed distinctly different clustering between NSC/NPCs from two groups (Figure 2A). mRNAs with a log_2_ (fold change) ≥1 or ≤−1 and FDR < 0.05 were considered DE mRNAs, the volcano plot presented a total of 117 DE mRNAs, including 45 upregulated and 72 downregulated in HE NSC/NPCs compared with NC (Figure 2B). 

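Of the 13952 mRNAs tested, 0 had a log2 fold change of at least 1 in either direction with an adjusted p-value under 0.05 in limma, and the smallest adjusted p-value was 0.148. At an unadjusted p-value under 0.05 there were 2858 mRNAs, 1211 higher and 1647 lower in HE, where chance alone would give about 698. In 32.7% of the tested mRNAs the 3 HE values all lay on one side of the 3 NC values, against 10% by chance. The count of DE mRNAs depended on single samples. Without NC3, 103 mRNAs passed both cutoffs, 7 higher and 96 lower in HE. In all, 17 fits were made, of which 14 called 0 mRNAs. The other 2 with calls were chosen after the 0 had been seen, and both weight each sample. Sample weights on RPKM gave 268 calls, with a weight of 0.158 for HE3 against 0.852 to 2.87 for the other samples, and voom on the read counts with sample quality weights gave 113. The following mRNAs were named after their values were seen, because they had the smallest p-values. Crispld2 was at 55.6 ± 10.4 RPKM in NC and 16.6 ± 1.21 RPKM in HE (SD, n = 3 samples each), a log2 fold change of -1.72 (standard error 0.16, adjusted p = 0.148 in limma). Itih2 rose from 0.361 ± 0.0488 to 1.49 ± 0.11 RPKM, a log2 fold change of 1.79 with a standard error of 0.19 and the same adjusted p-value. Over all tested mRNAs, the mean Euclidean distance between samples of different groups exceeded the distance within groups by 15.1 on the log2 scale, more than in any other split of the 6 samples into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p this design allows). Average-linkage clustering of these mRNAs first set HE3 apart from the other 5 samples. By mean distance, HE1 lay nearer the NC samples (56.8) than the other HE samples (60.9), HE3 among them. Every other sample lay nearer its own group. HE1 correlated most with HE2 (Pearson correlation 0.990). NC3 correlated most with HE1 (0.988, against 0.986 with NC1 and 0.979 with NC2). From the heatmap of its DE mRNAs, the paper states that HE and NC NSC/NPCs clustered differently.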

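The gene sets used by the study were not used here. In their place stand gene lists written before the data were examined, each tested with limma's camera, which asks whether a list's genes moved more than the other genes, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 26 lists. Oxidative phosphorylation genes encoded in the nucleus were higher in HE, with a median log2 fold change of 0.42 over 78 tested genes, of which 77 were higher (adjusted p = 1.83e-19). Of 79 ribosomal protein genes 77 were higher, with a median of 0.29 (adjusted p = 1.32e-11), and the 35 proteasome genes had a median of 0.31 (adjusted p = 6.21e-08). The 52 motile cilia genes, with a median of -0.60 (adjusted p = 1.57e-05), and the 43 Notch signaling genes, with a median of -0.27 (adjusted p = 0.0205), were lower in HE. Without HE3 the median was 0.26 for oxidative phosphorylation, 0.15 for the proteasome, -0.34 for motile cilia and -0.11 for Notch signaling, where the adjusted p-value of Notch signaling was 0.0568 (0.0933 without HE1) and the others stayed under 0.05. With a pseudocount of 1 in place of 0.1, motile cilia genes had a median of -0.26. For each list apart from Notch signaling, the 3 HE samples lay on one side of the 3 NC samples (exact permutation test, two-sided, p = 0.1, the smallest p possible with 3 samples against 3). The p-values of camera were not calibrated on these samples, since the 9 splits that mix HE and NC gave 6 to 15 lists with an adjusted p-value under 0.05, against 19 for HE against NC. With the correlation between genes estimated from the data, none of the 26 lists passed an adjusted p-value of 0.05, and with the rotation test fry only nucleotide excision repair did (adjusted p = 0.0447).

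**Figure D1:**
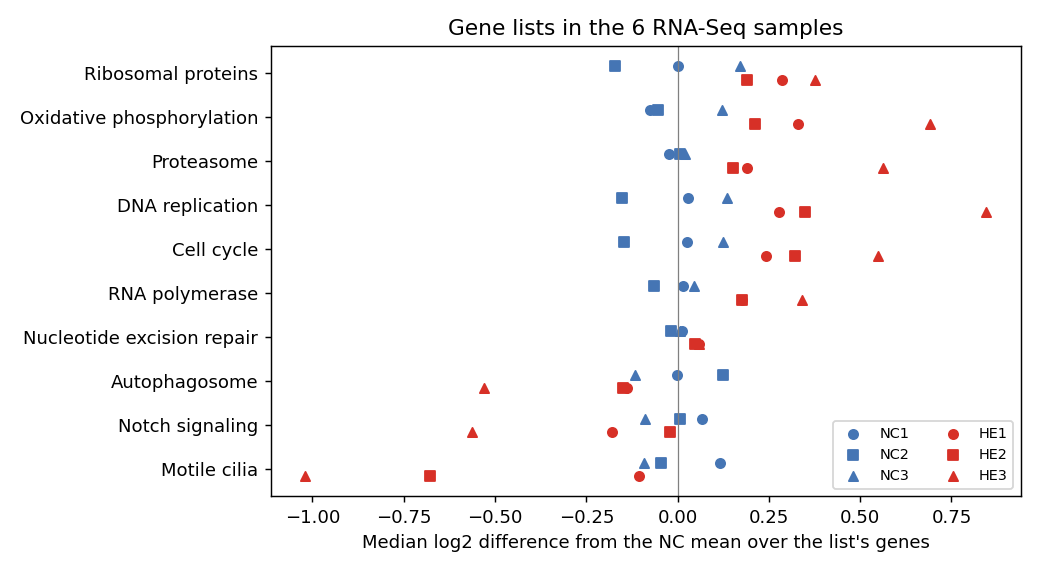
Median over each list's tested genes of the log2(RPKM + 0.1) difference from the NC mean, with 1 point per sample, NC in blue and HE in red, and the replicate given by the marker's shape. HE3 lies farther from the NC samples than HE1 and HE2 in every list shown except nucleotide excision repair, where the 3 HE samples lie together.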

We conducted GSEA afterward, aiming to find neurogenesis-related gene sets (Figures 2C–F). The results revealed that genes downregulated in HE NSC/NPCs were enriched in neurogenesis-related GO biological processes (BP), such as neuroblast division, neuroblast proliferation, stem cell division, and neuron fate commitment, while genes upregulated in HE NSC/NPCs were enriched in response to estradiol (Figure 2D). 

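The mRNAs with core enrichment in these gene sets are drawn in Figure 2H, from which 34 names were read. Some names there are partly hidden, so a few may have been missed or misread. Of the 34, 28 passed the filter on low counts. Of these, 22 were lower and 6 higher in HE, with a median log2 fold change of -0.56. The adjusted p-value of camera was 0.0174 for the list, 0.247 with fry and 0.560 with the correlation between genes estimated. The study chose these mRNAs on the same samples, so the test of the list is not independent evidence. Adjusted over the list alone, 0 of the 28 passed 0.05, as over all genes tested, and 15 had an unadjusted p-value under 0.05. Among the higher mRNAs, Bmp7 was at 4.80 ± 1.98 RPKM in NC and 11.2 ± 2.34 RPKM in HE (SD, n = 3 each), a log2 fold change of 1.26 (standard error 0.30, adjusted p = 0.195 in limma), and every HE value lay above every NC value. Ccna2, a cyclin, had a log2 fold change of 0.57, and Ets1 of 0.50. Among the lower mRNAs, Gli2 fell from 1.71 ± 0.344 to 0.753 ± 0.372 RPKM, a log2 fold change of -1.18 (standard error 0.39, adjusted p = 0.197), and Fgfr2 had a log2 fold change of -0.93. Without HE3 the median of the list was -0.37, the value nearest 0 among the 6 fits that each left out one sample, and without NC3 the adjusted p-value of camera was 0.0695.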

The enrichment plots of these gene sets are presented in Figure 2G.

**Figure 2:**
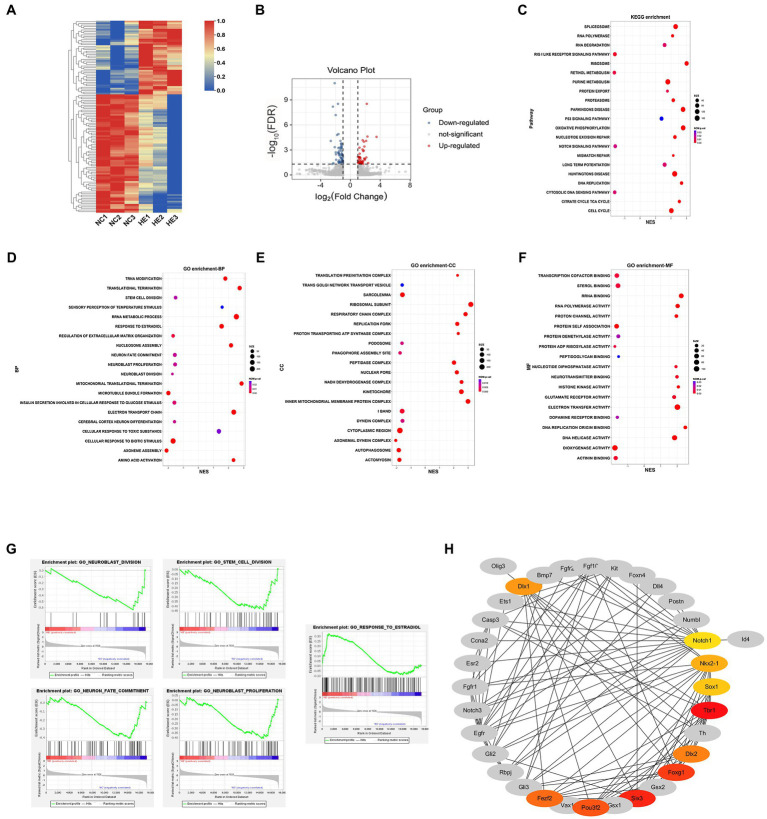
mRNA profiling and Hub mRNA identification. **(A)** Heatmap of 117 DE mRNAs in HE NSC/NPCs compared to NC. Red indicates upregulation, and blue indicates downregulation; row scale is from 0 to 1. **(B)** Volcano plot of DE mRNAs in HE NSC/NPCs compared with NC, red dots represent 45 upregulated mRNAs, and blue dots represent 72 downregulated mRNAs. **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment results from gene set enrichment analysis (GSEA). The *x*-axis represents normalized enrichment score (NES), and the *y*-axis represents KEGG terms. The size of the dot indicates gene count, and the color indicates normalized value of *p*. Positive and negative NES indicate upregulation and downregulation in HE. **(D-F)** GO BP, CC (cellular component), and MF (molecular function) enrichment results from GSEA. The *x*-axis represents NES, and the *y*-axis represents GO terms. The size of the dot indicates gene count, and the color indicates normalized value of *p*. Positive and negative NESs indicate upregulation and downregulation in HE, respectively. **(G)** The enrichment plot of gene sets involved in neurogenesis and estradiol response. **(H)** Protein-protein interaction analysis of genes with core enrichment and Hub mRNA identification. Colored nodes indicate Hub mRNAs, with their shade positively correlated with the Maximal Clique Centrality score.

To further explore key mRNAs in the gene sets above and their interactions, mRNAs with core enrichment in each gene set (found in GSEA details) were picked for PPI analysis in STRING followed by Hub gene identification using Cytoscape. 

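The 10 genes that the paper ranked highest by MCC score in the protein interaction network are all annotated as protein-coding. They lie on mouse chromosomes 2, 4, 8, 12, 14 and 17 (assembly GRCm38.p6). Dlx1, from 71528113 to 71533981, and Dlx2, from 71543408 to 71546754, are neighbours on chromosome 2, which also carries Tbr1 from 61802863 to 61814114 and Notch1 from 26457902 to 26503822. Nkx2-1 spans 56531935 to 56536908 on chromosome 12. Pou3f2 lies on chromosome 4, Sox1 on chromosome 8, Fezf2 on chromosome 14 and Six3 on chromosome 17. The depth behind them differed widely. Notch1 had 4667 to 11533 reads per sample, whereas Tbr1 had 11, 10 and 6 reads in the NC samples and 1, 0 and 4 reads in the HE samples, which left it below the filter on low counts. Without the filter it was also lower in HE, and not called.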

The top 10 genes ranked by MCC score were identified as Hub mRNAs, including *Tbr1*, *Six3*, *Foxg1*, *Pou3f2*, *Dlx2*, *Fezf2*, *Dlx1*, *Nkx2-1*, *Sox1*, and *Notch1* (Figure 2H).

To validate the mRNA profiling and Hub gene identification results, the expression of the Hub mRNAs above was screened by quantitative real-time polymerase chain reaction with NSC/NPC samples used in RNA-Seq (six NC mice and six HE mice). The relative gene expression indicated all 10 Hub mRNAs decreased in the HE NSC/NPCs compared to the NC group and were identical to expression trends in RNA-Seq (Figure 3).

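In the RNA-Seq samples all 9 tested Hub mRNAs were lower in HE, and none passed an adjusted p-value of 0.05 in limma, over all genes tested (0.21 to 0.324) or adjusted over the list alone (0.0964 to 0.12). The list was chosen by the study on these samples, so the latter is not independent evidence. Dlx1 was at 2.35 ± 2.10 RPKM in NC and 0.611 ± 0.513 RPKM in HE (SD, n = 3 samples each), a log2 fold change of -1.75 (standard error 0.84, adjusted p = 0.273 in limma), and Dlx2 had a log2 fold change of -1.47 (standard error 0.77). For both mRNAs the spread within NC was wide. The NC values of Dlx1 were 4.69, 0.649 and 1.70 RPKM, so that NC2 lay below the 1.12 RPKM of HE1. Fezf2 had a log2 fold change of -0.88, Nkx2-1 of -0.67, Six3 of -0.59 and Pou3f2 of -0.52. Notch1 went from 40.1 ± 4.85 to 27.6 ± 6.83 RPKM, a log2 fold change of -0.56 (standard error 0.20), and Sox1 from 13.1 ± 0.593 to 10.2 ± 2.34 RPKM, a log2 fold change of -0.39 (standard error 0.18). Notch1 and Sox1 were the tested Hub mRNAs in which every HE sample lay below every NC sample (exact permutation test, two-sided, p = 0.1, the smallest p possible). HE3 had the lowest value in 8 of the 9 tested mRNAs, and Fezf2 was lowest in HE2. Without HE3 all 9 stayed lower in HE, and the log2 fold change was -0.99 for Dlx1, -0.81 for Dlx2, -0.76 for Fezf2, -0.29 for Six3, -0.25 for Pou3f2, -0.36 for Nkx2-1 and Notch1, and -0.19 for Sox1. As a list, the 9 mRNAs had a median log2 fold change of -0.67 (-0.36 without HE3) and an adjusted p-value of 0.00239 in camera, of 0.221 with fry and of 0.521 with the correlation between genes estimated.

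**Figure D2:**
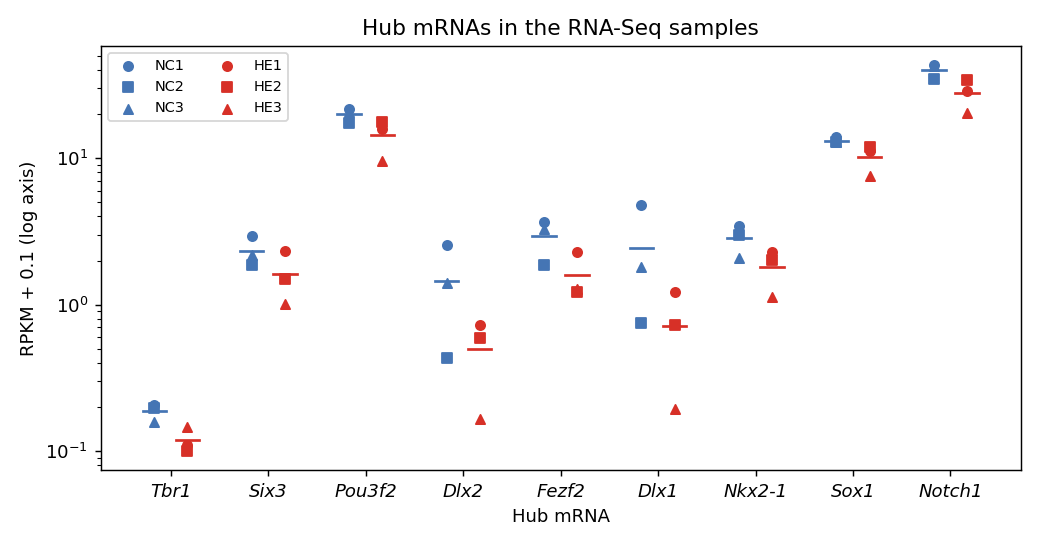
RPKM + 0.1 of 9 Hub mRNAs, with Tbr1, which is below the filter on low counts, among them, on a log axis, with 1 point per sample and a line at the group mean, NC in blue and HE in red. The HE mean lies below the NC mean for all 9, and the groups overlap in 6 of them.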

**Figure 3:**
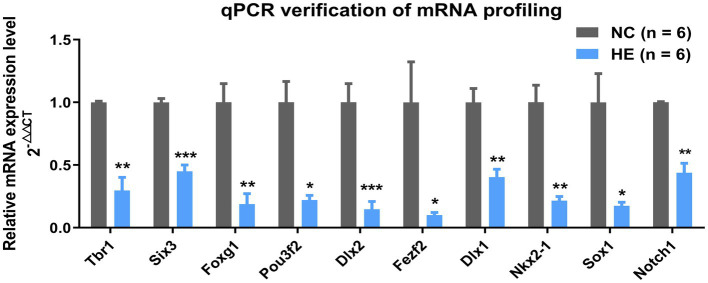
Verification of selected mRNAs by qPCR. Fold change of 10 Hub mRNAs in HE NSC/NPCs compared with NC (*n* = 6 mice per group). Significance was determined by Student’s *t*-test. ^*^p < 0.05; ^**^p < 0.01; and ^***^p < 0.001.

### Identification of DE lncRNA-Hub mRNA Interaction Network

Epigenetic modification is recognized to regulate early life neurodevelopment (LaSalle et al., 2013; Yao et al., 2016), and dysregulation of lncRNAs leads to impaired development or neural dysfunction (Ng et al., 2013); therefore, we investigated whether lncRNA profiles were affected in NSC/NPCs with prenatal high estradiol stimulation. The resultant heatmap showed separated clustering of lncRNA transcripts in two groups (Figure 4A). Transcripts with a log_2_ (fold change) ≥1 or ≤−1 and FDR < 0.05 were considered DE lncRNA transcripts, and the volcano plot showed a total of 85 DE lncRNA transcripts, including 58 upregulated and 27 downregulated transcripts in the HE NSC/NPCs compared with the NC group (Figure 4B). The correlation between these DE lncRNA transcripts and the Hub mRNAs identified above were evaluated by constructing an expression matrix and calculating the PCC of each gene pair (Figure 4C). Gene pairs with a PCC ≥0.990 or ≤−0.990 and *p* < 0.05 were considered potentially correlated (Figure 4D). The co-expression network of these correlated genes was constructed (Figure 4E), including 6 lncRNA transcripts (ENSMUST00000037953, ENSMUST00000136217, ENSMUST00000138077, ENSMUST00000145804, ENSMUST 00000170557, and ENSMUST00000189763) and 3 Hub mRNAs (*Sox1*, *Fezf2*, *Foxg1*). Among them, ENSMUST00000189763, ENSMUST00000037953, and ENSMUST00000145804 were upregulated and the rest were downregulated. Therefore, we estimated these lncRNA-mRNA interactions may play a part in mediating the less proliferative and more neurogenic potential of fetal hypothalamic NSC/NPCs resulting from high maternal estradiol exposure.

**Figure 4:**
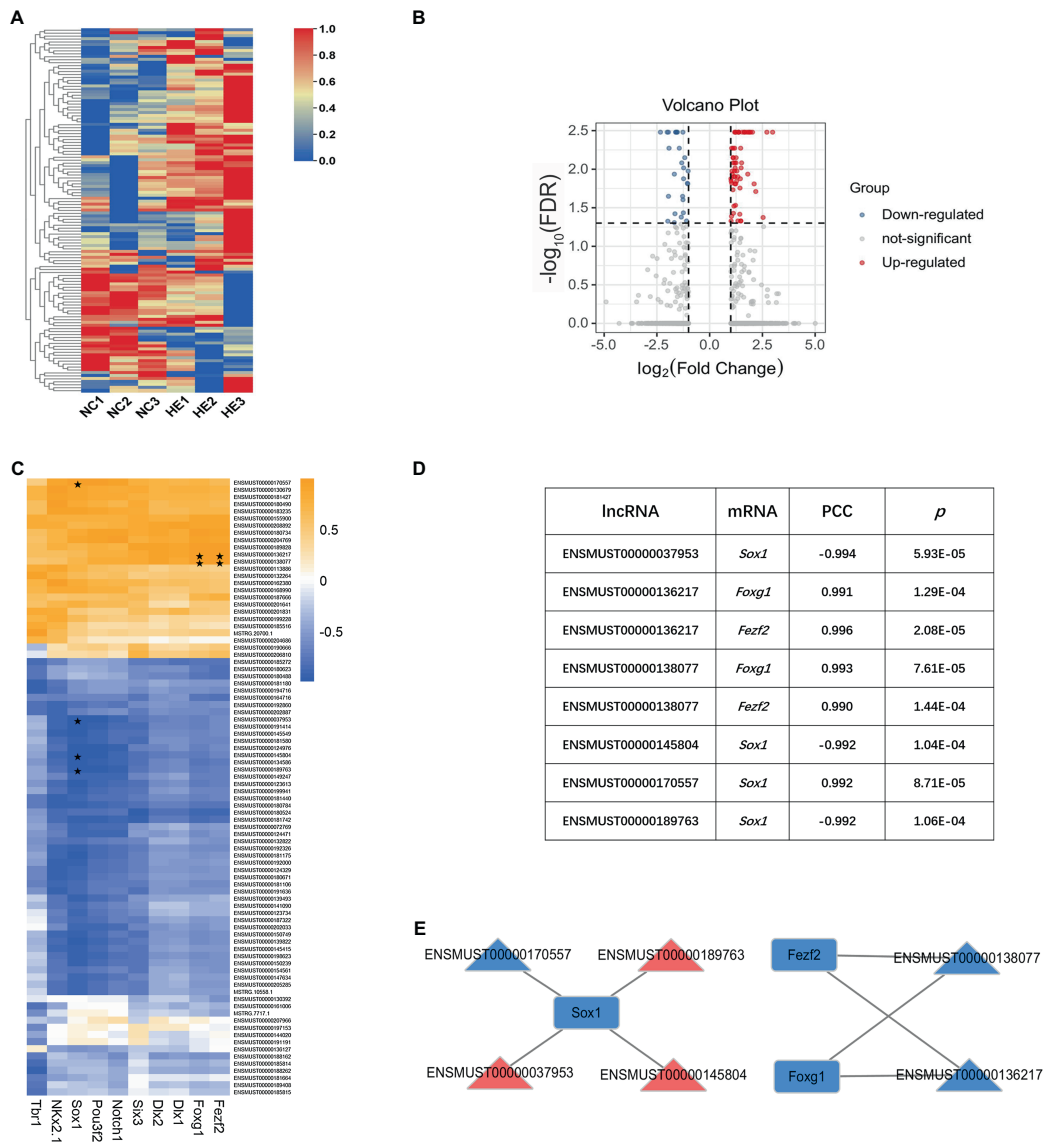
LncRNA profiling and DE lncRNA-Hub mRNA interaction network construction. **(A)** Heatmap of 85 DE lncRNA transcripts in HE NSC/NPCs compared to NC. Red indicates upregulation, and blue indicates downregulation; row scale is from 0 to 1. **(B)** Volcano plot of DE lncRNA transcripts in HE NSC/NPCs compared to NC. Red dots represent 58 upregulated transcripts, and blue dots represent 27 downregulated transcripts. **(C)** Heatmap of DE lncRNA-Hub mRNA Pearson’s correlation coefficient (PCC) score. Orange indicates positive PCC, and blue indicates negative PCC. PCC ≥0.990 or ≤−0.990 and *p* < 0.05 are labeled with ⋆. **(D)** List of correlated DE lncRNA transcript-Hub mRNA pairs, with their PCC and value of *p*. **(E)** The interaction network of six DE lncRNA transcripts and three Hub mRNAs. Red indicates upregulation, and blue indicates downregulation in HE NSC/NPCs compared to NC. Triangles represent lncRNAs, and rectangles represent mRNAs.

## Discussion

Mounting evidence suggests that an adverse intrauterine hormonal environment could impair the health of offspring. High maternal estradiol is usually induced by ovarian stimulation in assisted reproductive technology, and it can disrupt neurodevelopment, resulting in metabolic disorders and diminished verbal abilities in offspring (Wang et al., 2018; Zhou et al., 2020). In our previous study, high maternal estradiol led to insulin resistance and disordered eating in mouse offspring due to decreased insulin receptor and elevated neuropeptide Y expression in the hypothalamus (Wang et al., 2018). That these alterations were detected postnatally prompted us to search for corresponding events in earlier developmental stages.

Because fetal NSC/NPCs proliferate and differentiate actively, they are vulnerable to exogenous stimulators like high maternal estradiol, which can pass through the placental barrier (Gude et al., 2004) and may directly affect their biological properties. We isolated primary neural stem cells from the fetal hypothalamus and cultured them as neurospheres. Actually, neurospheres may derive from mixed cells with dynamic markers, and even the purified cells remain heterogeneous (Pastrana et al., 2011), resulting in limitations in neurosphere assay if applied alone. Therefore, we examined proliferation in Sox2 and Nestin-positive cells both *in vivo* and *in vitro*, which are recognized to be NSCs and NPCs (Bani-Yaghoub et al., 2006; Ernst and Christie, 2006; Hernandez et al., 2007; Campbell et al., 2015). Since the vast majority of the primary cells were Sox2 and/or Nestin positive, as shown in Figures 1D,H, we consider the researches were performed mainly in the same population of cells in two groups. Although a small proportion of other type of cells might exist, their effect on gene expression appeared insignificant when compared with NCS/NPCs. 

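Lists of marker mRNAs written before the data were examined gave the levels of other cell types in the RNA-Seq samples, which were cultured for 1 passage. Sox2 was at 204 ± 7.66 RPKM in NC and 148 ± 44.3 RPKM in HE (SD, n = 3 each), and Nes at 187 ± 25.4 and 188 ± 51.8 RPKM. The median log2 fold change was -0.02 over 14 neural progenitor mRNAs, -0.18 over 18 neuronal and -0.14 over 14 astrocyte mRNAs (adjusted p of camera 0.925, 0.898 and 0.876), but the members went both ways, so these medians do not show that the cell types were unchanged. Of the progenitor mRNAs 6 were higher and 8 lower in HE, and 3, with Sox2 among them, lay below NC in every HE sample and 1 above. Of the neuronal mRNAs 4 lay above NC in every HE sample and 1 below, and of the astrocyte mRNAs 2 and 2. Some astrocyte and oligodendrocyte lineage mRNAs were abundant over the 6 samples, with Gfap between 195 and 754 RPKM and Olig1 between 134 and 312 RPKM. Others were at lower levels, with S100b between 5.42 and 15.5 RPKM and Enpp6 between 0.225 and 2.09 RPKM. Endothelial mRNAs were low, and of the 4 tested Cdh5 was between 0.341 and 0.755 RPKM in NC and between 1.66 and 2.75 RPKM in HE. Mesenchymal mRNAs were more abundant. Col3a1 was between 12.2 and 43.3 RPKM in the NC samples and between 45.7 and 92.7 RPKM in the HE samples, and was 1 of 2 mRNAs of this list above NC in every HE sample. The list had a median log2 fold change of 0.60 over 12 mRNAs (adjusted p of camera 0.0205, of fry 0.571), with 9 higher and 3 lower, and its groups overlap, with NC1 at 0.60 and HE3 at 0.03 relative to the NC mean. With one sample left out the median was 0.41 (without HE2) to 0.97 (without NC1 or HE3), and the adjusted p-value of camera stayed under 0.05 in 3 of 6 fits. Microglial complement mRNAs were near 0 in NC and low in HE, with 0, 0 and 1 reads of C1qa in the NC samples and 18, 5 and 53 reads in the HE samples.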

In consideration of the limitations of our study, we believe single-cell RNA-Seq should make a more precise method in future research. In fact, the cell composition in neurospheres would possibly change during different passages, and we speculate that the diminished proliferation might be a continuation of properties in primary NSC/NPCs, and further studies are expected to reveal whether increased cell apoptosis and senescence could occur.

The proliferation medium contained EGF and bFGF, which are essential factors for NSC/NPC growth. To explore whether cell proliferation changed due to different levels of EGF and bFGF receptors, we examined the mRNA expressions of them in primary NSC/NPCs and found no significant difference between the two groups (Supplementary Figure S1). This result indicated that the decreased proliferation in HE NSC/NPCs was not attributed to different levels of growth factor receptors in the culture medium, but more likely to the intrauterine programming effect.

Neurogenesis is a complex process, and how NSC/NPCs are maintained, divided, and differentiated remain controversial (Lazutkin et al., 2019). Our results indicated decreased proliferative activity and increased neuronal production in HE NSC/NPCs; however, whether or not this resulted from premature exhaustion of the stem cell pool requires further study. A comprehensive evaluation of hypothalamic neurogenesis from the prenatal period to adulthood may show us a more precise effect of high maternal estradiol on neurodevelopment. It should be noted that the NSC/NPC differentiation assay was carried out *in vitro*, which generates early and immature neurons rather than functional neurons, and an *in vivo* labeling of NSC/NPCs at the embryonic stage followed by detections like lineage tracing may provide a more accurate indication of their differentiation directions.

Several published studies show that estrogen stimulates both proliferation and differentiation of NSC/NPCs (Okada et al., 2010; Li et al., 2020) and attenuates damage to neurogenesis in the developing brain caused by chemical drug exposure (Li et al., 2019); however, another study shows that 10 nM estradiol increases NSC/NPCs proliferation and stimulates differentiation into neurons *in vitro*, but 50 nM estradiol markedly decreases NSC/NPCs proliferation (Zhang et al., 2019a). Thus, the effects of maternal estradiol on neurogenesis of fetal hypothalamic NSC/NPCs may be dose dependent, and the dose that caused metabolic disorder in our mouse model exerted a different effect on proliferation and differentiation. The stimulative effect on neuron formation may explain our previous finding that hypothalamic neuropeptide Y increases in HE offspring (Wang et al., 2018); that is, prenatal high estradiol probably promotes orexigenic neuron generation, leading to disordered eating.

We used log_2_ (fold change) ≥1 or ≤−1 and FDR < 0.05 as the cutoffs to define DE genes in our study, and looser criteria of log_2_ (fold change) ≥1 or ≤−1 with *p* < 0.05 were also tried to identify DE genes and predict DE lncRNA-Hub mRNA regulatory network. This method presented 567 DE mRNAs (383 upregulated and 184 downregulated) and 148 DE lncRNA transcripts (89 upregulated and 59 downregulated) in HE NSC/NPCs compared with NC group (Supplementary Figures S2A–D). 

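With an unadjusted p-value under 0.05 in limma and a log2 fold change of at least 1 in either direction, 526 mRNAs passed, of which 142 were higher and 384 lower in HE, so that 27.0% were higher. Scaling by the median of ratios in place of the total left this share at 31.7%. A pseudocount of 1 in place of 0.1, which shrinks the fold changes of mRNAs at low levels, gave 230 mRNAs, 46 higher and 184 lower. Single samples moved the count. It was 358 without HE3, with 146 higher and 212 lower, and 902 without HE1, with 189 higher and 713 lower. Among the mRNAs past the looser criterion whose groups did not overlap and whose mean log2 CPM was at least 1, the largest increases were in Lyz2, Vtn, Mgp, Foxb1 and Lrrc17. The largest decreases were in C3, Gbp5, Ifit3, Irf7 and Ifit3b. The criterion for naming these 10 was the one set beforehand for mRNAs past the adjusted threshold, which none passed. Lyz2 had a log2 fold change of 3.58 (standard error 0.81, adjusted p = 0.195 in limma). Irf7 had a log2 fold change of -3.77 (standard error 1.20, adjusted p = 0.195 in limma). Its NC values were unequal, at 37.7, 65.8 and 1.96 RPKM, against 0.638 to 1.55 RPKM in HE. C3, Gbp5, Ifit3 and Ifit3b were likewise high in NC1 and NC2 only, with NC3 near the HE samples. C3 was at 52.4, 34.8 and 1.83 RPKM in NC, against 0.724 to 0.847 RPKM in HE. These decreases therefore carry a difference among the NC samples.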

In spite of this, the potentially correlated DE lncRNA-Hub mRNA pairs remained unchanged compared with those marked in Figure 4C (Supplementary Figure S2E).

Gene set enrichment analysis (GSEA) revealed both enrichment and expression of mRNA profiles in two groups; positive NES indicated upregulation in HE compared with NC NSC/NPCs, and negative NES indicated downregulation. 

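Gene lists for cell cycle and repair processes were higher in HE. The 35 DNA replication genes had a median log2 fold change of 0.48, with 34 of them higher, and the 57 cell cycle genes of 0.38, with 51 higher (adjusted p of camera 1.32e-11 and 2.35e-11, of fry 0.168 for both). The 29 RNA polymerase genes had a median of 0.22 (adjusted p of camera 7.46e-05, of fry 0.148) and the 25 genes of nucleotide excision repair a median of 0.14 (adjusted p of camera 0.036). In each list the median of every HE sample lay above that of every NC sample. For DNA replication the 3 HE samples were at 0.28, 0.35 and 0.85 above the NC mean on the log2 scale, so that the largest share came from HE3, and without HE3 the median of the list was 0.28. Nucleotide excision repair had a median of 0.066 without HE3, and its adjusted p-value of camera stayed under 0.05 in 2 of the 6 fits that each left out one sample. Reactome sets of the same processes also moved upward, with a median log2 fold change of 0.35 for DNA replication, 0.17 for the cell cycle, 0.23 for nucleotide excision repair and 0.08 for transcription by RNA polymerases I and III and in mitochondria.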

Although KEGG enrichment did not reveal items directly involved in cell proliferation and differentiation, it showed differential enrichment of cell cycles, DNA replication, nucleotide excision repair, and RNA polymerase. Moreover, we found upregulated mRNAs that are enriched in Huntington’s and Parkinson’s disease in the HE NSC/NPCs, suggesting an increased risk of neurodegenerative disease in offspring exposed to high maternal estradiol, which requires further validation. The GO CC and MF enrichment revealed downregulated genes enriched in autophagosome and dopamine receptor binding, and upregulated genes enriched in neurotransmitter binding and glutamate receptor binding in HE NSC/NPCs. These discoveries may help illuminate the mechanisms of maternal estradiol-induced neurodevelopmental disorders.

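The list of 35 autophagosome genes had a median log2 fold change of -0.22, with 29 genes lower in HE and 10 of them at an unadjusted p-value under 0.05 in limma (adjusted p of camera 0.00243, of fry 0.221, and 0.560 with the correlation between genes estimated). The HE samples lay at -0.14, -0.15 and -0.53 relative to the NC mean and the NC samples between -0.12 and 0.12, so that HE1 and HE2 were close to the lowest NC sample. Without HE3 or without NC2 the median of the list was -0.14, with an adjusted p-value of camera under 0.05. The sets for receptor and neurotransmitter binding were not analysed here.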

The GO BP enrichment result revealed downregulated genes in HE NSC/NPCs enriched in stem cell division, neuroblast proliferation, and neuroblast division, which consisted with their less proliferative potential observed. However, genes enriched in neuron fate commitment also decreased in HE NSC/NPCs, which seemingly contradicted the more neurogenic activity *in vitro*. To find a rational explanation for this, we focused on Hub mRNAs of core enrichment in these gene sets.

The Hub mRNAs were identified based on a PPI network consisting of genes enriched in neurogenesis and response to estradiol; however, the top 10 Hub mRNAs ranked by MCC in Cytoscape were all genes involved in neurogenesis, and they were all downregulated in HE NSC/NPCs. This result may be explained by the fact that Hub genes are highly connected genes in a co-expression network, and genes enriched in response to estradiol failed to present such close connections with those enriched in altered neurogenesis, implying a probable indirect effect of estradiol stimulation on neurogenesis in our study. Most of these Hub mRNAs are transcription factors except *Notch1*. *Pou3f2* influences multiple stages of neurogenesis by promoting neural transcription factor *Tbr1* (Dominguez et al., 2013), which regulates cell differentiation and migration and involves glutamatergic neurogenesis (Mihalas and Hevner, 2017). *Six3*, *Foxg1*, and *Sox1* maintain the balance between proliferation and neuronal differentiation of NSC/NPCs. Specifically, upregulation of *Six3* plays a role in keeping NSC/NPCs in an undifferentiated state (Appolloni et al., 2008); *Foxg1* deficiency leads to premature differentiation of neurons, and its overexpression increases the NSC/NPC pool (Hanashima et al., 2004; Brancaccio et al., 2010); and *Sox1* loss induces depletion of proliferating NSC/NPCs with increased cell cycle exit (Bylund et al., 2003). *Dlx1* and *Dlx2* drive GABAergic neuron generation (Lindtner et al., 2019; Barretto et al., 2020), and *Fezf2* is involved in the dopaminergic neuron generation (Eckler and Chen, 2014); moreover, knockdown of *Fezf2* leads to decreased *Foxg1* and *Six3* in mouse embryonic stem cells (Wang et al., 2011). *Notch1* signaling is reported to promote NSC/NPC proliferation but decrease neuronal differentiation during meningitis and spinal cord injury (Peng et al., 2019; Zhang et al., 2019b). *Nkx2-1* is a critical factor maintaining the anorectic gene *Pomc* expression from early development to adulthood (Orquera et al., 2019). To sum up, the published information above supports our findings that decreased *Six3, Foxg1*, *Sox1*, *Fezf2*, and *Notch1* in HE NSC/NPCs directly correlated with decreased proliferation and enhanced neuronal generation, which probably reflected a premature differentiation. As the upstream regulator of *Pomc*, decreased *Nkx2-1* in HE offspring could contribute to the verified orexigenic phenotype in later life (Wang et al., 2018). Since *Pou3f2*, *Tbr1*, *Dlx1*, and *Dlx2* are involved in the generation of glutamatergic or dopaminergic or GABAergic neurons, figuring out the neuron types that these NSC/NPCs tended to form would help validate the effect on neurogenesis of these genes in our experiment.

The published studies fail to specify the effect of estradiol on Hub mRNAs above during neurogenesis. One research shows estradiol stimulation does not affect *Notch1* expression during hippocampus development but reduces the level of its transcriptionally active domain (Bender et al., 2010). Since we previously found DNA methylation programs hypothalamic gene expression in HE offspring (Wang et al., 2018), it may support the hypothesis that expression changes of these Hub mRNAs could be attributed to epigenetic regulators, such as DNA methylation and non-coding RNAs.

LncRNAs are important components of regulatory networks in CNS development whose dysregulation leads to neurological disorders (Ng et al., 2013). Since lncRNAs exert functions mainly through regulating mRNA expression, we constructed the interaction network between DE lncRNAs and Hub mRNAs, aiming to discover lncRNAs possibly connected with the altered neurogenesis. Our study predicted six DE lncRNA transcripts correlated with three Hub mRNAs based on their expression level. These lncRNA transcripts (ENSMUST 00000037953, ENSMUST00000136217, ENSMUST 00000138077, ENSMUST00000145804, ENSMUST00000170557, and ENSMUST00000189763) are coded by genes *2810032 G03Rik*, *Prdm16os*, *Gm13110*, *Ppp1r18os*, *Gm17035*, and *D130058E05Rik*, respectively, according to Ensemble genome browser.^4^ We also checked the expression correlations between DE lncRNAs and all mRNAs in Figure 2H (mRNAs with core enrichment in neurogenesis and response to estradiol, core mRNAs for short), which predicted a potential regulatory network of 14 DE lncRNA transcripts and 11 core mRNAs (Supplementary Figures S3A–C). In consideration of our limited sample size, we repeated the co-expression analysis of these lncRNAs and mRNAs using the pubic dataset GSE65487 in Gene Expression Omnibus, which assessed the RNA profiles of proliferating progenitors, differentiating progenitors and neurons from E14.5 mouse cortex. However, five of DE lncRNAs were not detected in GSE65487 (Supplementary Figure S3D), and four of the rest presented potential correlations with three mRNAs each, when the cutoffs were set to be PCC ≥0.900 or ≤−0.900 and *p* < 0.05 (PCC ≥0.990 or ≤−0.990 identified no significant correlation; Supplementary Figures S3E,F). Although we failed to discover the same lncRNA-mRNA pair as demonstrated in our study by using this public dataset, it still reflected possible connections of these lncRNAs with neurogenesis. Since there are not yet any published literatures about the functions of these lncRNAs, future work focused on their specific roles is expected to help answer questions regarding development-originated neuroendocrine disorders.

In short, our research presents the cytologic changes in early neural development under a high maternal estradiol environment and reveals the corresponding whole genomic features with a prediction of the underlying molecular modifications. This study demonstrates comprehensive information about fetal hypothalamic NSC/NPCs with prenatal high estradiol exposure and contributes to our understanding of the fetal-programmed adult diseases.

## Data Availability Statement

The datasets presented in this study can be found in an online repository. The name of the repository and accession number can be found at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168075.

## Ethics Statement

This animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University.

## Author Contributions

HW and CZ designed the experiments, collected the data, analyzed the data, and drafted the manuscript. MH, HH, and YS revised the final manuscript. All authors have reviewed the manuscript before submitting it and approved the final version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

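RNA-Seq was available for 3 HE and 3 NC samples of first-passage hypothalamic NSC/NPCs, each from 2 mice. The authors removed low-quality and adaptor reads, aligned the rest with Tophat2 to the mouse genome and counted reads per gene. The version of the aligner, the counting tool, the gene annotation and the use of strand in counting are not stated in the paper's text. The deposited table gives the read count of each gene, which the authors did not normalize, and RPKM, which the authors computed from the count, a gene length and the sample's total. The RPKM values were checked against this formula and differed from it by at most 4.99e-07. Because strand use in counting is not stated, overlapping genes, antisense genes and close paralogs such as Ifit3 and Ifit3b could share reads.

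The design fixed before the data were examined called for edgeR's quasi-likelihood test on the read counts, which was not run, and DESeq2 as an alternative was not run. Large read counts in the deposited table are written with a comma between digits, and the check of units made for this work did not accept those cells as numbers. The count columns were therefore recorded under the unit "other", although with the commas removed every cell is a whole number and the columns are raw read counts. The tests were run on RPKM instead, and the read counts were used for the filter, for the depth and in 3 added alternatives with limma's voom. This departs from the design fixed beforehand.

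The test was limma (version 3.58.1 in R 4.3.3) with a mean-variance trend on log2(RPKM + 0.1), with group as the only term, Benjamini-Hochberg adjustment and cutoffs of a log2 fold change of 1 either way and an adjusted p-value of 0.05. A gene was tested when at least 3 samples reached the rate of 10 reads in a library of median size and the 6 samples held at least 15 reads in total, which kept 13952 of 22048 genes. Gene symbols were found for 21781 identifiers. Coordinates come from the RefSeq annotation of GRCm38.p6, since the paper's build was read as that one. Between 16078675 and 19137059 reads per sample were counted on genes. At this depth 1 read on a gene of 1 kilobase is 0.0523 to 0.0622 RPKM, so mRNAs at a few reads, such as Tbr1, lie near this level and were tested only where the filter was left out. These limits cover counting error only.

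Gene lists were tested with camera (preset correlation 0.01) where at least 4 genes were tested, and with fry and camera with estimated correlation as alternatives. Reactome sets came with fgsea 1.28.0 and were joined by gene symbol. Group differences of single values used an exact two-sided permutation test over the 20 assignments of 6 samples, whose smallest p is 0.1. The fit was tested on simulated counts for the 13952 genes with 200 changed genes. With a dispersion of 0.05, a log2 fold change of 2 was recovered in 99.5% of changed genes and a log2 fold change of 1 in 41%. With a dispersion of 0.3 a log2 fold change of 2 was recovered in 1% and of 3 in 74.5%. Unchanged genes called in these 4 settings numbered, in the same order, 7, 8, 0 and 5. The dispersions were set by hand and shared by all genes. The simulated genes were independent, and no simulated sample deviated as HE3 does. These rates therefore do not say how many real changes the 0 calls missed.

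The genes named were those the paper names in its text or Figure 2H and, by a rule set before the data were examined, the 5 largest increases and 5 largest decreases among mRNAs past the threshold with groups that do not overlap and a mean log2 CPM of at least 1. As no mRNA passed the threshold, the rule was applied to the looser criterion. All other genes named were chosen after their values were seen, from lists written earlier where they belong to one. Among them are Crispld2, Itih2, Cdh5, Col3a1, C1qa, Isg15, Bst2, Vegfa, Nkx2-4 and the markers of single cell types. Foxb1 was named by the rule, and was picked from the hypothalamus list after its values were seen. The alternatives set before the data were examined were a pseudocount of 1 for single mRNAs, median-of-ratios scaling, no filter beyond 1 read, at least 10 reads in every sample, the replicate number as a block, each sample left out in turn, other list tests and Reactome sets. Median-of-ratios scaling had been planned within the count test and was run in limma instead. Robust empirical Bayes, sample weights and 3 forms of voom were added after the main result of 0 calls had been seen, and a pseudocount of 1 for the lists and median-of-ratios scaling for the sample distances were also added later. Some results for single genes, and a test that needs one of them, are not reported here. Differential expression of lncRNAs and their correlation with Hub mRNAs were not analysed here.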

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

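All 3 tests below were chosen after their results, or values that gave their results away, had been seen. The criteria for this part (a list the paper does not discuss, higher in HE with an adjusted p-value under 0.05 in camera, samples of the groups apart) were also set after the values of the lists had been seen.

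Hypothalamus markers, which the paper does not discuss as a group, were higher in HE, with a median log2 fold change of 0.45 over the 9 tested of 23 listed mRNAs, and the median of every HE sample lay above that of every NC sample (adjusted p of camera 0.0394, of fry 0.168). Of the 9, 6 were higher and 3 lower. Foxb1 was at 0.232, 1.14 and 0.531 RPKM in the NC samples and at 1.33, 3.76 and 2.79 RPKM in the HE samples, and Nkx2-4 at 0.927, 2.09 and 0.704 against 2.33, 2.46 and 5.52 RPKM. Scaling as the source is argued against by a median of 0.49 with median-of-ratios scaling, although the adjusted p-value of camera was then 0.0593. The shift is not stable in other ways. The median was 0.065 with a pseudocount of 1, 0.19 with at least 10 reads in every sample and 0.040 without NC3, and 3 of the 6 fits that each left out one sample kept an adjusted p-value under 0.05 (0.00785 to 0.141). The list also holds Pomc, which is raised in NC1 (see the observation on Pomc). A different mixture of hypothalamic regions in the cultures and an effect of estradiol remain open and were not tested.

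Endothelial markers were higher in HE, with a median log2 fold change of 0.83 over the 4 tested of 10 listed mRNAs (adjusted p of camera 0.025, of fry 0.168). With median-of-ratios scaling the median was 0.87, which argues against scaling. It was 0.36 with a pseudocount of 1 and 0.66 to 1.13 with one sample left out, where 4 of 6 fits kept an adjusted p-value under 0.05 (0.00765 to 0.0681). Of the 10 listed mRNAs, 4 (Cdh5, Cldn5, Esam and Emcn) lay higher in every HE sample than in every NC sample, but Cldn5 and Emcn are near 0 RPKM, and Flt1, Tek and Pecam1 did not follow. More endothelial cells in the HE cultures therefore may or may not be the source, since the abundant mRNAs are too few to decide. An effect of estradiol also stays open, untested.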

How the results depend on the processing

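The planned count tests (edgeR with either normalization, DESeq2) were not run, nor were the alternatives for lncRNAs, for which no values were analysed here. The comparison of all genes with protein-coding genes was not run separately.

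The number of DE mRNAs at an adjusted p-value under 0.05 was 0 with a pseudocount of 1, with median-of-ratios scaling, without a filter, with at least 10 reads in every sample and with the replicate number as a block. Beside the 0, 2858 mRNAs had an unadjusted p-value under 0.05. Across the 6 fits that each left out one sample it ranged from 0 to 103, with 0 to 7 upregulated and 0 to 96 downregulated, and the 103 came from leaving out NC3. At 92 of those 103 mRNAs NC3 lay nearer the HE mean than the mean of NC1 and NC2, and 26 of them are in the interferon list. The settings below were chosen after the 0 had been seen. Robust empirical Bayes, voom, and voom with median-of-ratios scaling gave 0. Sample weights gave 268 (100 upregulated, 168 downregulated), and voom with sample quality weights gave 113 (51 upregulated, 62 downregulated). Both weighted fits gave HE3 the lowest weight, 0.158 and 0.179.

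With the looser criterion, a pseudocount of 1 gave 230 mRNAs (46 upregulated, 184 downregulated) against 526 (142 and 384), because it shrinks the fold changes of low mRNAs. Leaving out one sample gave 350 to 902 mRNAs, the fewest without NC1 and the most without HE1, and 212 (without HE3) to 713 (without HE1) downregulated ones. Voom with sample quality weights gave 224 upregulated. In all these settings downregulated mRNAs outnumbered upregulated ones. The cause of the other changes was not tested.

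The Hub mRNAs were lower in HE in all settings in which they were tested, and none was called in any. No Hub mRNA is past the cutoffs in the weighted fits either, where the smallest adjusted p-value was 0.0524.

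All 11 gene lists at the paper's claims kept their direction. With the correlation between genes estimated, all 11 lost an adjusted p-value under 0.05, and with fry all but nucleotide excision repair did, with unchanged medians of -0.56 (Figure 2H core), 0.48 (DNA replication), 0.38 (cell cycle), 0.14 (nucleotide excision repair), 0.22 (RNA polymerase), 0.31 (proteasome), 0.29 (ribosomal proteins), 0.42 (oxidative phosphorylation), -0.27 (Notch), -0.60 (motile cilia) and -0.22 (autophagosome). The adjusted p-values were 0.148 to 0.279 under fry for those that were lost and 0.454 to 0.594 with the estimated correlation. Leaving out one sample moved the median of the core list between -0.67 and -0.37, of nucleotide excision repair between 0.066 and 0.11 and of Notch signaling between -0.36 and -0.11. The adjusted p-value stayed under 0.05 in 5, 2 and 4 of these 6 fits. The core list and Notch signaling were nearest 0 without HE3, as were the medians of DNA replication (0.28), oxidative phosphorylation (0.26), the proteasome (0.15), motile cilia (-0.34) and the autophagosome (-0.14), which kept an adjusted p-value under 0.05.

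Same-numbered HE and NC samples deviated together with correlations of 0.156, 0.0869 and 0.0603, so the numbers do not pair the samples. With the replicate block, 0 DE mRNAs were called, the looser criterion gave 602, and nucleotide excision repair moved to an adjusted p-value of 0.0527 with a median of 0.14.

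Among lists not tied to a claim, 4 changed direction. Immediate-early genes went from -0.60 to 0.53, the latter without HE3, where they passed the threshold the other way (adjusted p of camera 0.00414). Diencephalon, midbrain and hindbrain markers went from -0.20 to 0.45 and oligodendrocyte lineage markers from -0.78 to 0.16. Neural progenitor markers went from -0.11 to 0.013, and to 0.040 with median-of-ratios scaling. The log2 fold changes of some single mRNAs, all near 0, changed sign with one sample left out. Fgfr4 went from -0.24 to 0.38, Nes from -0.23 to 0.11, Tubb3 from -0.44 to 0.20 and Gapdh from -0.34 to 0.051. The Y-linked Ddx3y went from -0.48 to 0.42, Eif2s3y from -0.26 to 0.17 and Kdm5d from -0.25 to 0.024. Nes was also at 0.044 with median-of-ratios scaling and 0.051 in voom with it. Counting each setting separately, lists lost the threshold 33 times. Single mRNAs could not lose it, since none passed it in the main fit. In the same direction lists passed it 1 time and single mRNAs 7 times. A pseudocount of 1 for lists was added after seeing the data. Depth limited Tbr1, which was tested only without the filter on low counts, where all 10 Hub mRNAs were lower in HE and 0 were called.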

Differences from the paper's values

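The paper reports 117 DE mRNAs, and 0 were called here. Of the paper's 45 upregulated and 72 downregulated mRNAs, the numbers here were 0 and 0. Of the alternatives set before the data were examined, leaving out NC3 gave 103 DE mRNAs and 96 downregulated ones, within 1.5 times the paper's values, with 7 upregulated, which is not. The other alternatives set before the data were examined gave 0. Voom with sample quality weights gave 113 DE mRNAs, 51 upregulated and 62 downregulated, close to all 3 of the paper's values, but was chosen after seeing the values. Sample weights on RPKM, also chosen after seeing the values, gave 268, with 100 and 168. The count test named in the paper's methods was not run.

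With the looser criterion the total of 526 was near the paper's 567, but the split was the other way around. The paper gives 383 upregulated mRNAs, against 142 here, and 184 downregulated ones, against 384 here. None of the alternatives set before the data were examined brought the upregulated number within 1.5 times the paper's, and the highest of them was 189, without HE1. The downregulated number was 184 with a pseudocount of 1, 220 without NC1 and 212 without HE3, and in these settings the upregulated number was 46, 130 and 146. Voom with sample quality weights, chosen after seeing the values, gave 568 in total but 224 upregulated and 344 downregulated.

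The paper describes separated clustering of HE and NC samples in the heatmap of its DE mRNAs. Over all tested mRNAs, the first branch here set HE3 apart from the other 5 samples, and the first principal component held 60.8% of the variance.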

Other observations

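Of the tests below, those of the splits for single mRNAs, of the NC3 label, of HE3 in the cell cycle lists, of telencephalic markers, of HE3 at the correlation cutoff and of microglial mRNAs in HE were chosen, or given their final form, only after the result was seen.

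All 10 splits of the 6 samples into 3 and 3 gave 0 DE mRNAs. As HE against NC gave 0, 10 of 10 could only give as many, and this count says nothing about chance. For mRNAs with an unadjusted p-value under 0.05, 1 of the 10 splits gave as many as the 2858 of HE against NC, namely that split itself, and the next had 658. The looser criterion likewise gave its largest count, 526, in 1 of 10 splits. For gene lists past an adjusted p-value of 0.05 in camera, 1 of 10 splits gave as many as the 19 of HE against NC, but the 9 others gave 6 to 15. HE against NC thus gave the largest of each of the latter 3 counts. With 10 splits the share cannot fall under 0.1, so that even then a grouping by chance cannot be told apart from an effect of the treatment.

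Interferon-induced mRNAs were high in NC1 and NC2 and low in NC3 and all HE samples. Isg15 was at 53.2 and 99.7 RPKM in NC1 and NC2, 1.47 RPKM in NC3 and 1.18 to 1.56 RPKM in HE, and Bst2 at 304 and 451 RPKM against 37.4 and 21.6 to 29.9 RPKM. The median of the 29 tested list mRNAs was 3.19 higher on the log2 scale in NC1 and NC2 than in NC3, and 3.15 with median-of-ratios scaling, which argues against scaling. Whether NC3 is an HE sample under an NC label cannot be told apart from a graded difference between samples. Over 612 mRNAs chosen without NC3, interferon list left out, NC3 lay at 0.578 of the way from the HE mean to the mean of NC1 and NC2, and 359 were nearer the NC side. By the same measure HE1, an HE sample, lay at 0.422 of the way to its own group, so this position does not separate the groups. Before HE1's position was seen, the value for NC3 had been read as evidence against a wrong label. Over all tested mRNAs, NC3 correlated most with HE1 (Pearson correlation 0.988, against 0.986 with NC1 and 0.979 with NC2). Its mean distance was smaller to the other NC samples (51.8) than to the HE samples (61.4), HE3 among them. These values do not decide the label either. A response in the NC1 and NC2 cultures, such as one to infection, was not tested. The list had a median log2 fold change of -2.35 between HE and NC, so a comparison of the groups carries this difference among NC samples. The Reactome set for interferon signaling shifted less, with a median of -0.49 over 89 tested genes. The difference among NC samples bears on sets for innate sensing, which Figure 2C shows as lower in HE.

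Hypoxia and glycolysis mRNAs were low in HE3 alone, at a median of -1.80 relative to the NC mean, against -0.11 in HE1 and 0.03 in HE2. Vegfa was at 33.6 RPKM in HE3 and 364 to 436 RPKM in the other 5 samples. The median was -1.62 with median-of-ratios scaling and -1.58 after each sample's trend with gene length was removed, so neither scaling nor gene length accounts for it. The list's median log2 fold change was -0.62 with all samples and -0.06 without HE3. No biological explanation was tested.

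Gene length may bear on the lists of short genes that rose in HE, since over all tested mRNAs the log2 fold change fell with length (Spearman correlation across genes -0.125, genes not being independent replicates). Removing each sample's trend with length brought this to 0.0186 and left the ribosomal protein list at a median of 0.23 (adjusted p of camera 5.15e-06) and the oxidative phosphorylation list at 0.35 (adjusted p of camera 9.53e-12), so the trend with length is not the whole of either shift. Neither is HE3 the whole of the rise in the cell cycle and DNA replication lists, since without it the larger of the adjusted p-values of camera was 1.13e-08, although both medians fell, to 0.28. The p-values of camera are subject to the limit given above for mixed splits. The paper reports decreased proliferation of HE NSC/NPCs.

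Telencephalon markers other than the Hub mRNAs had a median log2 fold change of -0.95 over 13 tested mRNAs (adjusted p of camera 0.035, of fry 0.238), and -1.35 to -0.61 with one sample left out, the latter without NC3. With a pseudocount of 1 in place of 0.1 the median was -0.38 (adjusted p of camera 0.0347). A lower share of telencephalic cells in the HE cultures may contribute to the lower Dlx1 and Dlx2. The hypothalamus markers do not settle this, since their rise was not stable (median 0.45, and 0.040 without NC3) and Nkx2-1, a hypothalamic Hub mRNA outside that list, was lower in HE (-0.67). The groups overlap in the telencephalon list, with NC2 at -0.73 and HE1 at -0.12 relative to the NC mean. Dlx1 and Dlx2 followed the list in these samples. They were lowest among the NC samples in NC2 (0.649 and 0.329 RPKM) and highest among the HE samples in HE1 (1.12 and 0.626 RPKM). A lower share still cannot be told apart from a change in expression, because either would lower these mRNAs in a whole culture. The lower list had first been read as evidence for fewer telencephalic cells, and fry was asked for only after the value of camera was seen. With one sample left out, 2 of the 6 fits kept an adjusted p-value under 0.05 in camera.

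Pomc was at 302 RPKM in NC1 and at 1.54 to 3.89 RPKM in the other 5 samples. Of 13 pituitary markers, listed after Pomc and before their own values were seen (2 of them are also in other marker lists), 10 had at least 10 reads in total, and 7 of these were highest in NC1, among them Tbx19 at 0.317 RPKM against 0 to 0.035 RPKM elsewhere and Lhx3 at 0.472 against 0.0343 to 0.103 RPKM. This is consistent with some pituitary cells in the NC1 culture, at low marker levels. It rests on 1 sample and was noticed from Pomc itself.

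Complement and lysosomal mRNAs of microglia were higher in HE. Of the 15 listed microglial mRNAs, 7 lay higher in every HE sample than in every NC sample, among them C1qb with 2, 0 and 0 reads in NC and 22, 12 and 35 in HE. Csf1r, P2ry12, Cx3cr1 and Aif1 were not. Few microglia in the HE cultures could give this pattern, but most of these mRNAs are near 0 and cannot decide.

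The paper used a correlation of 0.990 either way to pair transcripts with Hub mRNAs. For the tested Hub mRNAs a median of 9 mRNAs reached this cutoff over the 6 samples, where independent values would give about 2.09. Without HE3 a median of 26 did, where independent values would give about 16.7, so relative to independent values the ratio was smaller and the difference larger. Leaving out each of the 6 samples in turn gave medians of 23 to 66. The largest number for a single Hub mRNA was 51 without HE3 and 167 to 298 without 1 of the other samples. Independent values would give about 16.7 in each of these fits, so comparing them with one another sets the easier cutoff aside. The medians did not single out HE3, with 26 also without NC3 and 23 without NC1. The largest number for a single Hub mRNA was lowest without HE3, so a part of HE3 in the correlations stays open. The 26 against 9 had first been read as evidence against a part of HE3.

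The paper measured receptors for the growth factors of the medium by PCR in primary cells. In the main fit of these first-passage samples, none had an adjusted p-value under 0.05. Fgfr2 was at 19.7 ± 3.11 RPKM in NC and 10.5 ± 2.74 RPKM in HE (SD, n = 3 each), a log2 fold change of -0.93, Fgfr1 had -0.40 and Egfr 0.52, with adjusted p-values in limma of 0.195, 0.195 and 0.21. Every HE value lay below every NC value for Fgfr1 and Fgfr2. Y-linked mRNAs were present in all 6 samples, with Ddx3y between 2.07 and 7.52 RPKM.

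The interferon list had an adjusted p-value of 2.35e-11 in camera and 0.191 with fry, and the hypoxia list of 0.0040 (0.425 without HE3) and 0.514. Of 8 erythroid markers only Alas2 was tested, too few for a test of the list. The lists without an adjusted p-value under 0.05 in camera, besides those of neurons, astrocytes and neural progenitors, were immediate-early genes (median -0.24), mitochondrially encoded genes (0.18), diencephalon, midbrain and hindbrain markers (0.06) and oligodendrocyte lineage markers (-0.26). Of these, 2 passed with one sample left out, immediate-early genes without HE3 (median 0.53, adjusted p of camera 0.00414) and diencephalon, midbrain and hindbrain markers without NC2 (0.45 and 0.0305). The medians of mitochondrially encoded genes ranged from 0.091 (without NC1) to 0.35 (without NC3) and of oligodendrocyte lineage markers from -0.78 (without HE1) to 0.16 (without HE3). Microglial markers had a median of 0.27 over 6 tested mRNAs (adjusted p of camera 0.0174, of fry 0.148), and of 0.072 without HE1 (adjusted p of camera 0.0933) to 0.55 without HE2. With a pseudocount of 1 in place of 0.1 their median was 0.064, and that of oligodendrocyte lineage markers was -0.14.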
